A study of Homo sapiens with 2 samples. Its data were reported in "Integrative multi‐omic analysis reveals neurodevelopmental gene dysregulation in CIC ‐knockout and IDH1 ‐mutant cells" (2021).

How the data were processed

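CIC ChIP-seq was carried out on 1 line of immortalised human astrocytes, *CIC*‐WT (IDH1‐WT), with an anti-CIC antibody, and the matched input DNA served as the control. The labels give 2 samples, the CIC immunoprecipitate and the input DNA, which were placed in separate groups by the antibody named for each. Only the immunoprecipitate had a processed file, a single list of peaks. The input entered only through the peak calling of the authors.

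The authors called peaks with MACS2, with the input as background and a q-value threshold of 0.05. The deposited fold enrichment of each peak is the ratio of ChIP to input signal at its summit, as that program estimates it. The authors deposited −log10 p and −log10 q for each peak, and the smallest −log10 q in the list was 1.30, just past the stated threshold. The deposited score column holds 10 times the −log10 q as a whole number and was not used further. These values are the authors' own for each peak and were used only to describe, rank and filter peaks within the list. For the CIC reads, the aligner, the treatment of duplicate reads and any pooling of repeated immunoprecipitations were not stated. These choices matter for the values: reads that match several places in the genome can pile up at one copy of a repeat, and retained duplicates raise −log10 q. Read numbers were not used here, so the depth of either library is unknown.

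Every peak fell within the sequence lengths of the GRCh37 reference, which also has the contigs named in the list, and all coordinates are given on that build and counted from 1. Genes, transcripts and their parts came from GENCODE release 44 lifted to GRCh37, which annotates chromosomes 1 to 22, X and Y and no contig. Annotation of peaks was therefore limited to those chromosomes. The build used for the CIC reads was not stated in so many words, and the fit of names and lengths is the ground for this choice.

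Peaks were ranked by −log10 q, with ties broken by −log10 p and then fold enrichment. The first 150 formed the high-confidence set, whose size is that of the study. A peak was assigned to a promoter when it overlapped 3 kb either side of any transcript start, and otherwise to the 5'-UTR, 3'-UTR, exon, intron or intergenic class in that order (bedtools 2.31.1). The CIC octamer TSAATGRA (S is C or G and R is A or G) was sought on both strands within 100 bp either side of the summit. It stood in for a *de novo* motif search. Its first 7 bases, TSAATGR, gave a looser 7-mer. Shares were compared by Fisher's exact test, summit windows and their flanks by the exact McNemar test, and medians and means by permutation tests with 100000 resamples. They were two-sided except the tests of octamer distance from the summit, of identity around an 11-mer and of the bases next to the 7-mer, which were one-sided. The 10 p-values formed 1 family for Benjamini-Hochberg adjustment. Of these, the p-value of the known target genes is not given. The study calls *PLK3* a known target but names it only for its peak in this list. Shares carry 95% Wilson intervals, which cover counting error over peaks only. Peaks are items of 1 list and not replicates, so each test describes the list and takes peaks as independent. Python 3.11.15, scipy 1.17.1 and pysam 0.24.0 were used.

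The comparisons, the 150-peak set, the motifs and the gene lists were fixed before the data were examined. So was the rule for named peaks and genes: the 10 peaks with the largest −log10 q, 9 known CIC target genes, 7 candidate genes that the study chose from this same list, and *NFIA*, *PDGFRA* and *BACH1*, each with its best-ranked peak over a promoter. A further gene covered by this rule is not reported here. Other peaks and genes are named as chosen after their values were seen.

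The repeat share of peaks was planned from a soft-masked reference, but the reference used here is not soft-masked. After the data were examined, WindowMasker with DUST (version 1.0.0 of both programs) was run in its place, with unit counts from the whole reference. A second measure was the number of exact matches, on either strand of the whole reference, of the central 50 bases of the summit window. A peak was called repeated when over 50% of its summit window was masked or its 50-mer occurred more than once, and single-copy otherwise. Copies missing from the reference escape this count. For comparison by GC content, 1000000 windows of 201 bp were drawn at random from chromosomes 1 to 22 and X, and the 933918 without undetermined bases were kept.

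The scan and tests were tested on simulated windows with the GC content of the 59514 real ones. All 45 octamers planted in 150 windows were found where they had been placed. In the motif comparison, 5.30% of random sets without planted octamers gave p under 0.05. Alternatives covered other set sizes, ranking by fold enrichment, other promoter definitions, motifs, windows and flanks, matching by GC content, assembled chromosomes alone, peaks without masked or repeated sequence, and genes known from earlier work only.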

Results

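CIC is a transcriptional repressor that binds DNA. Its occupancy was mapped by ChIP-seq in *CIC*‐WT (IDH1‐WT) cells, a line of normal human astrocytes immortalised with E6, E7 and hTERT. The data comprised 1 CIC immunoprecipitate and 1 input DNA sample from that line, with 1 list of peaks called on the immunoprecipitate against its input. There were no replicate lists, so no value below carries a replicate error, and the depth of the libraries is unknown.

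The list held 59514 peaks. Their −log10 q ranged from 1.30 to 2405 with a median of 6.96, and their fold enrichment over input ranged from 1.05 to 87.5 with a median of 3.28. Peak width had a median of 404 bp and ran from 271 to 16457 bp. A q-value threshold of 0.01 retained 57118 peaks, 0.001 retained 53351 and 1e-05 retained 41987. Most peaks, 59333, lay on chromosomes 1 to 22, X and Y. A further 180 lay on 41 contigs that are not placed in the chromosomes, and 1 lay on the mitochondrial chromosome.

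The 150 high-confidence peaks had a −log10 q of at least 40.6, with a median of 83.0. Their median fold enrichment was 4.18, against 3.28 for the other 59364 peaks, and 20 of the 150 were enriched less than 2-fold. Of the 150 peaks, 120 lay on assembled chromosomes, 29 on contigs and 1 on the mitochondrial chromosome. A single contig, GL000220.1, carried 23 of them.

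The top-ranked peaks by −log10 q included promoters of known CIC target genes as well as repeated sequence and sequence outside the chromosomes. The first was at chromosome 1, 27718654 to 27719403, with a −log10 q of 2405 and a fold enrichment of 35.8, and its summit was at −139 bp from the nearest start of *GPR3*. The peak at rank 2, on chromosome 3 from 185825183 to 185827244, had the highest fold enrichment of the list, 87.5, and its summit was 804 bp into *ETV5*. The mitochondrial peak ranked 3 and ran from 60 to 16516 with a fold enrichment of 8.56. The peaks ranked 4 and 7 lay on contig GL000220.1, from 160859 to 161626 and from 141856 to 142743, with fold enrichments of 5.13 and 3.27. The peak ranked 5 was on chromosome 11 from 69257995 to 69258635, 1183 bp from a start of the non-coding gene *LINC02952*, with a fold enrichment of 17.0. Rank 6 fell to a peak on chromosome 8 from 29208024 to 29208912, with a fold enrichment of 26.4, whose summit was at −364 bp from *DUSP4*, with a start of the uncharacterised gene ENSG00000285601 nearer still. The peak ranked 8, on chromosome 13 from 87602855 to 87603166, was intergenic and nearest to *LINC00430* at 38849 bp, with a fold enrichment of 17.6. The central 50 bases of its summit window occurred 2352 times in the genome. The peak ranked 9, on chromosome 7 from 157253957 to 157255357, was intergenic, nearest to ENSG00000234210, and enriched 56.6-fold, and 100% of its summit window was low-complexity sequence. The peak ranked 10, on chromosome 17 from 41623430 to 41624300, was enriched 30.1-fold and its summit was at −115 bp from *ETV4*.

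**Figure D1:**
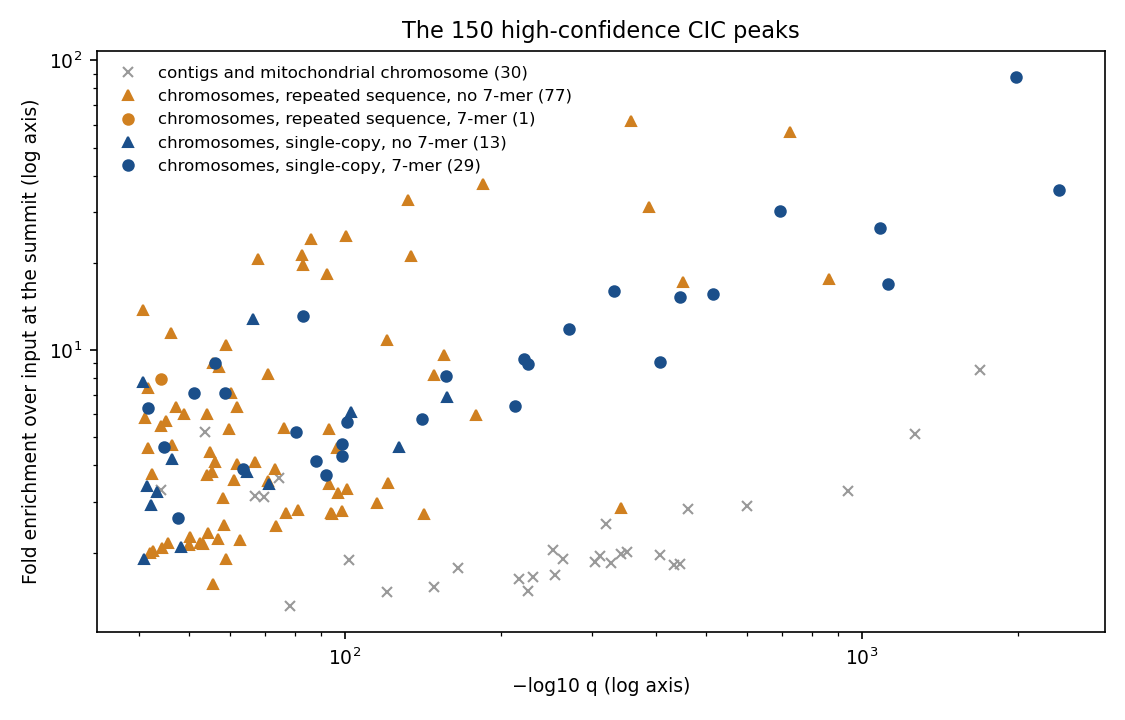
Fold enrichment over input at the summit (log axis) against −log10 q (log axis) for the 150 high-confidence peaks, 1 point per peak. Peaks with the 7-mer on single-copy chromosomal sequence (29, blue circles) include the 2 with the largest −log10 q, while the 30 grey crosses mark contig peaks, with a median fold enrichment of 1.94 against 5.38 for chromosomal peaks, and the mitochondrial peak (8.56).

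To see whether the high-confidence set recovered genes already known as CIC targets, promoters of 9 such genes were compared with those of all other protein-coding genes. High-confidence peaks overlapped the promoters of 6 of the 9 and of 37 of the 20154 others (0.184%). *PLK3*, 1 of the 9, is called a known target by the study but is named there only for its peak in this list. The comparison of all 9 is therefore not an independent test. Among the 8 genes that the study names from earlier work, 5 had such a peak (62.5%, 95% Wilson interval 30.6% to 86.3%), against 38 of 20155 others (0.189%), with p = 1.93e-12 by Fisher's exact test, a comparison added after the data were examined and not adjusted. The 6 were *GPR3*, *ETV5*, *DUSP4* and *ETV4*, described above, *SPRY4* and *PLK3*. The *SPRY4* peak (rank 12) spanned chromosome 5 from 141703906 to 141705956 with a fold enrichment of 15.6. The *PLK3* peak (rank 19) spanned chromosome 1 from 45265663 to 45266320 with a fold enrichment of 9.13, and its summit was at −17 bp from the transcript start. Promoter peaks at *SHC3* (rank 6489, chromosome 9 from 91794837 to 91795343) and *SHC4* (rank 24063, chromosome 15 from 49255371 to 49255691) were enriched 2.89-fold and 2.82-fold. No peak of the list overlapped an *ETV1* promoter. With all peaks of the list in place of the high-confidence set, 8 of the 9 known genes had a promoter peak, but so did 42.6% of all 20163 protein-coding genes. Ranking by fold enrichment in place of q-value lowered the count in the top set from 6 to 5.

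The study chose 7 candidate target genes from this peak list, so their peaks are described without a test. In order of rank, high-confidence peaks covered the promoters of *ID1* (rank 16, fold enrichment 15.3, chromosome 20 from 30191763 to 30192411), *MAFG* (rank 39, 6.43, chromosome 17 from 79885507 to 79885864), *FOSL1* (rank 49, 5.80, chromosome 11 from 65667585 to 65668145), *FOS* (rank 59, 5.64, chromosome 14 from 75745202 to 75746019), *MAFF* (rank 64, 4.29, chromosome 22 from 38597868 to 38598237) and *EPHA2* (rank 94, 3.80, chromosome 1 from 16482365 to 16482743). Of these, the *EPHA2* summit window was the only one without the 7-mer. The *RUNX1* promoter peak, on chromosome 21 from 36260821 to 36261192, was enriched 3.78-fold and ranked 170, outside the high-confidence set. Counted among assembled chromosomes alone, it ranked 140 and would fall within a set of 150. The study counts the *RUNX1* promoter among those with a high-confidence peak. The best promoter peak of *NFIA* ranked 11229, with a fold enrichment of 4.86, on chromosome 1 from 61542472 to 61542986. No peak overlapped a promoter of *PDGFRA* or *BACH1*.

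Genomic features were then compared between high-confidence and other peaks on assembled chromosomes. Promoters held 73 of the 120 high-confidence peaks (60.8%, 95% Wilson interval 51.9% to 69.1%) and 22232 of 59213 other peaks (37.5%, 37.2% to 37.9%). The difference of 23.3 percentage points had p = 3.49e-07 by Fisher's exact test (adjusted p = 1.16e-06). Introns held 19.2% of the high-confidence peaks and intergenic regions 18.3%, against 29.9% and 23.5% of the other peaks, and 2 of the 120 were exonic. With starts of protein-coding transcripts only, promoters held 39 of the 120 (32.5%) and 16.4% of the others, so that most high-confidence peaks then lay outside promoters. The difference of 16.1 points remained (Fisher's exact p = 1.76e-05). Ranking by fold enrichment instead of q-value removed the difference, with the top 150 at −3.60 percentage points from the rest (Fisher's exact p = 0.399).

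**Figure D2:**
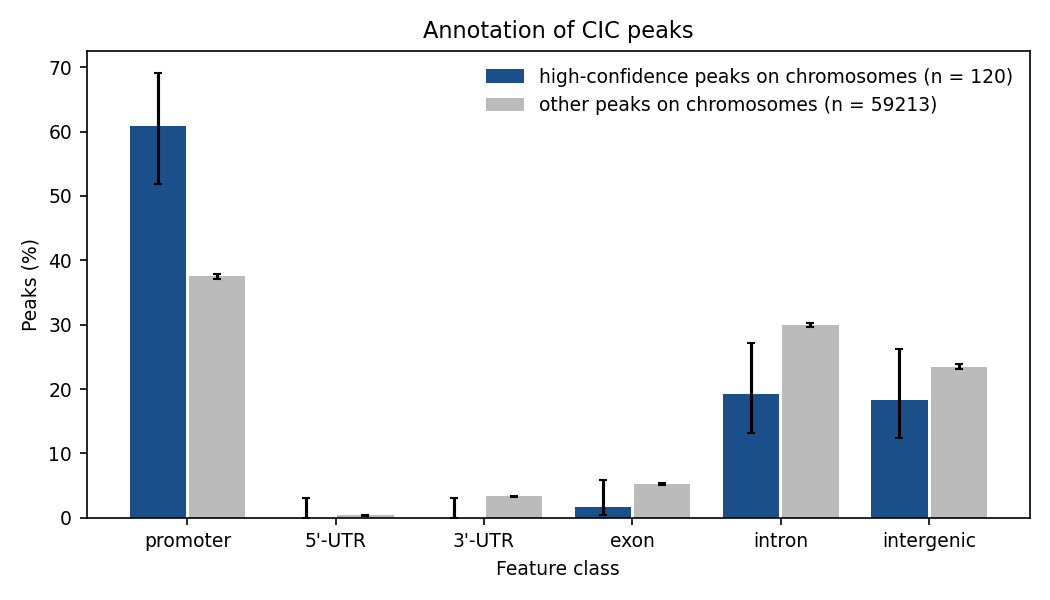
Share of peaks (%) in each feature class for the 120 high-confidence and 59213 other peaks on assembled chromosomes, with 95% Wilson intervals as error bars. Promoters hold 60.8% of the high-confidence peaks and 37.5% of the others.

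The share of summit windows with the CIC octamer was used to ask how far the set carried the known binding site. The octamer was present in 20 of the 150 high-confidence windows (13.3%, 95% Wilson interval 8.80% to 19.7%) and in 433 of 59364 other windows (0.729%, 0.664% to 0.801%), with p = 4.11e-19 by Fisher's exact test (adjusted p = 4.11e-18). Against other peaks matched by GC content the difference was 12.4 percentage points, close to the 12.6 points without matching. The looser 7-mer was found in 31 of the 150 windows (20.7%), and its difference of 16.9 points was the largest among the alternatives. The commonest forms, read with the base that follows the 7-mer, were TGAATGAA in 13 windows and TGAATGGG in 9. The second form is outside the octamer definition and was the only form at *GPR3*, *ETV5*, *SPRY4* and *ID1*. The 7-mer share fell from 30.0% at ranks 1 to 50 to 16.0% at ranks 51 to 150 and 6.00% at ranks 151 to 300, and stood at 3.62% beyond rank 30000. The upstream flanks of the first of these bins held it in 8.00% of windows, those of ranks 51 to 150 in 16.0%, those of ranks 151 to 300 in 10.7% and those beyond rank 30000 in 9.49%, so the summit share exceeded that of its flank only at ranks 1 to 50 among these bins.

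**Figure D3:**
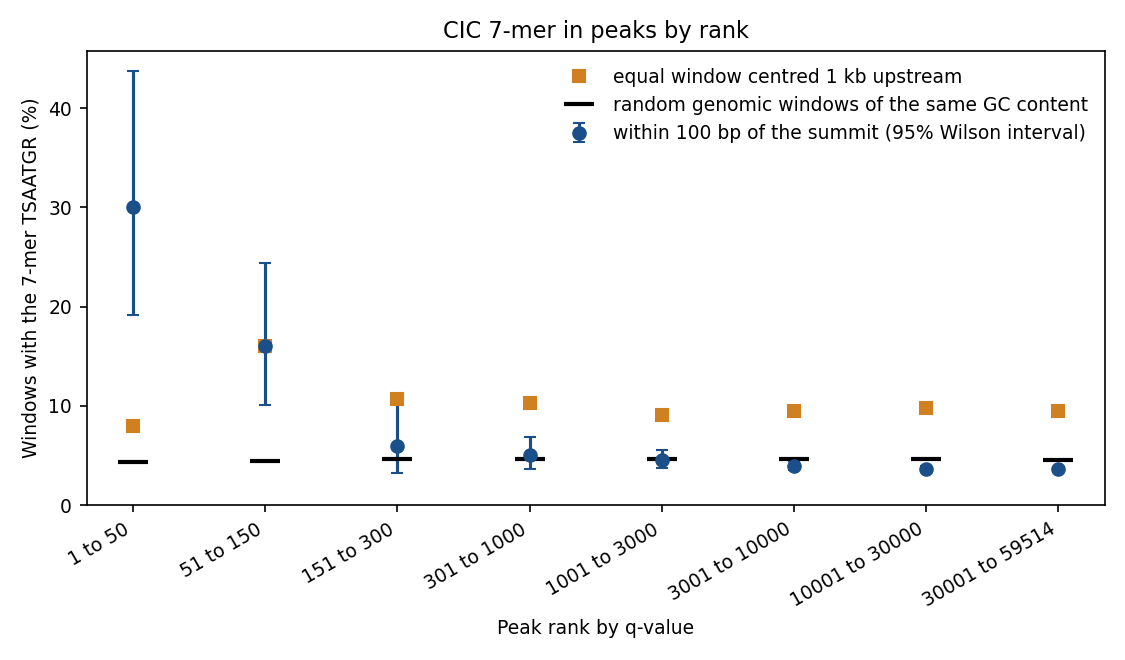
Share of windows with the 7-mer TSAATGR (%) by peak rank, at summits (circles, with 95% Wilson intervals), in equal windows 1 kb upstream (squares) and in random genomic windows of the same GC content (bars). The summit share exceeds that of random windows at ranks 1 to 50 (30.0%) and 51 to 150 (16.0%), and at ranks 151 to 300 (6.00%) the interval covers the random share. The upstream share is 8.00%, 16.0% and 10.7% in these bins.

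Flanking windows gave a second control, for local sequence. The octamer was present in 13 of the 150 windows centred 1 kb upstream in coordinate (8.67%, 95% Wilson interval 5.13% to 14.3%). Only the summit window held it in 17 pairs and only the flank in 10, so the difference of 4.67 percentage points was not beyond chance (exact McNemar p = 0.248, adjusted p = 0.275). Over most of the list the upstream flank held the octamer more often than the summit did, in 3.75% against 0.722% of windows beyond rank 30000. The 8.67% of the high-confidence set was higher still. It was also poorer in GC, with a median of 49.8% against 63.2% at the summit for other peaks away from promoters. The choice of flank changed the call. Windows 1 kb downstream held the octamer in 3 of 148 cases, a difference of 11.5 points (exact McNemar p = 0.000488). Windows 5 kb upstream held it in 4 of 149. Why the share was high 1 kb upstream alone was not tested.

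Within the 20 high-confidence windows that held it, the octamer lay on average 33.1 bp from the summit (SD over windows 28.9), against 47.7 bp for octamers placed uniformly (one-sided permutation p = 0.00921, adjusted p = 0.0153). At promoters, 18 of 73 high-confidence windows held the octamer (24.7%, 95% Wilson interval 16.2% to 35.6%), against 1 of 47 elsewhere on assembled chromosomes (2.13%, 0.377% to 11.1%). Fisher's exact test gave p = 0.000628 (adjusted p = 0.00126). The median fold enrichment was 7.52 for the 20 high-confidence peaks with the octamer and 3.73 for the 130 without it, a log2 difference of 1.01 (permutation p = 0.0114, adjusted p = 0.0163). This difference did not hold on assembled chromosomes alone, where it was 0.53 on the log2 scale (permutation p = 0.127).

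Masked sequence made up 29.7% of the summit window on average in high-confidence peaks (SD over peaks 40.0) and 26.5% in other peaks (SD over peaks 38.6). This difference of 3.16 percentage points was within chance (permutation p = 0.318, also after adjustment), while low-complexity sequence alone, masked by DUST, was 10.0 points higher in the high-confidence set (permutation p = 1e-05, the smallest that 100000 resamples give). Counting exact matches as well, 99 of the 150 high-confidence peaks (66.0%, 95% Wilson interval 58.1% to 73.1%) were repeated, against 26.7% of the others. The high-confidence peaks were wider, with a median of 614.5 bp against 404 bp (permutation p = 1e-05, again the smallest possible, adjusted p = 2.5e-05). Another peak of the list lay within 10 kb for 107 of the 150 high-confidence peaks (71.3%) and for 64.7% of the others, a difference within chance (Fisher's exact p = 0.104, adjusted p = 0.130).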

Values the study reported

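The study took the 150 most significant CIC peaks as its high-confidence set. It chose this size from the overlap of its ranked peaks with a published CIC ChIP-seq peak set. It describes these peaks as reproducibly identified. Its leading *de novo* motif in those peaks had a *p*-value below 1e‐49 and held part of the known CIC site. Most of these peaks were reported to lie in introns and intergenic regions.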

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

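Both tests of this part were chosen after the result was seen. The signals described here lie in sequence that the comparisons by annotation did not use.

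A single peak covered nearly the whole mitochondrial chromosome and ranked 3 in the list. Many copies of mitochondrial DNA per cell would raise ChIP and input alike and leave the fold enrichment near 1. The observed fold enrichment of 8.56 argues against copies shared equally by both libraries as the cause. A larger mitochondrial fraction in the immunoprecipitate than in the input, from a difference in preparation or from binding of the antibody, stays open, since the reads of either library were not used here. No biological explanation was tested.

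Contigs outside the assembled chromosomes carried 180 peaks, of which 29 were in the high-confidence set. Their median fold enrichment was 1.94, against 5.38 for the 120 chromosomal peaks of the set (permutation p = 2e-05). This is the smallest possible here, where the two-sided p doubles the one-sided p. Repeated sequence is a candidate explanation, because many reads at a small enrichment give a large −log10 q. The central 50 bases of the summit occurred more than once in the genome for 17 of the 29 (58.6%, 95% Wilson interval 40.7% to 74.5%), a share like that of the chromosomal peaks of the set (56.7%). This explanation cannot be told apart from its absence by these counts. The peaks are few, and copies missing from the reference go uncounted.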

How the results depend on the processing

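The alternatives of masked windows and repeated sequence left out, of DUST alone and of genes known from earlier work only were chosen after seeing the data, as was that of assembled chromosomes only except for the number of peaks; the others were chosen before the data were examined. The number of peaks stayed within 1.5 times of 59514 under its alternatives, from 41987 to 59333. The motif share against other peaks, the distance of the octamer from the summit, the known target genes (a comparison that includes 1 gene the study names only for its peak here, and that also passed with the genes known from earlier work only), the motif share of promoter against distal peaks and the width kept their direction and stayed past the threshold of 0.05 under every alternative run.

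The promoter difference depended on rank. It shrank to 0.760 percentage points for the top 1000 peaks and turned to −3.60 under ranking by fold enrichment, which did not pass the threshold. With starts of protein-coding transcripts only it was 16.1 points and passed, while the promoter share of the set fell to 32.5%. Leaving out repeated sequence lowered the difference to 11.3 points (53.2% against 41.9%), which still passed.

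The flank comparison changed with the flank, the motif form, the ranking and the size of the set. It passed the threshold with the octamer TGAATGAA alone (6.00 points), a flank 1 kb downstream (11.5), a flank 5 kb upstream (10.7) and repeated sequence left out (9.33). It turned to −2.60 points for the top 1000, past the threshold in the opposite direction (exact McNemar p = 0.00337), and to −2.67 under ranking by fold enrichment, which did not pass.

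The log2 difference in fold enrichment with against without the octamer no longer passed the threshold for the top 100 (1.17), the top 300 (0.30), the top 1000 (0.15), the octamer TGAATGAA alone (0.86) and assembled chromosomes only (0.53). It turned to −0.12 with repeated sequence left out, which did not pass either.

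The repeat share passed the threshold for the top 300 (4.93 points), on assembled chromosomes only (8.82) and with DUST alone (10.0). The crowding difference passed it for another peak within 1 kb (16.9 points) and turned negative under ranking by fold enrichment (−13.4, Fisher's exact p = 0.000809) and with repeated sequence left out (−7.94, Fisher's exact p = 0.0275), both past the threshold in the opposite direction. On assembled chromosomes only it was −0.672, which did not pass. For these changes the cause was not tested.

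Leaving out windows soft-masked in the reference, intended from the start, was not run, because the reference is not soft-masked. No paired analysis was possible because only 1 sample had a peak list. With 1 list and an unknown depth, neither the spread between immunoprecipitations nor the power to call weak peaks was measured.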

Other observations

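The tests of the GC-rich list as a whole and of the most enriched 8-mer were written before their results were seen. Those of repeated and low-complexity peaks, of ranks 151 to 1000 and of the 11-mer were chosen after the result was seen.

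The share of high-confidence peaks on assembled chromosomes in introns and intergenic regions here was 37.5%, and it was 39.3% for the first 150 peaks on assembled chromosomes. Both are lower than the value quoted from the study above. Its set was not wholly the same peaks, since it counts the *RUNX1* promoter, whose only peak ranked 170 here. Of the 150 here, 30 lie off the assembled chromosomes. Annotation was by a different transcript set, and with starts of protein-coding transcripts only the promoter share fell from 60.8% to 32.5%. The cause of the gap was not tested.

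Most high-confidence peaks lacked the CIC 7-mer, and repeated sequence may account for much of this. The 7-mer was present in 1 of 99 repeated peaks (1.01%) and in 30 of 51 single-copy ones (58.8%, 95% Wilson interval 45.2% to 71.2%), a difference of −57.8 percentage points (Fisher's exact p = 9.15e-17). Among single-copy peaks at promoters it was present in 28 of 37 (75.7%). A run of 13 high-confidence peaks on chromosome 8 between 86567413 and 86840827, named after its values were seen, had summit 50-mers that occurred 8 to 12 times and fold enrichments of 2.00 to 2.98. Peaks of this kind may be copies of 1 sequence. The Fisher test takes them as independent, so its p-value may be too small. Whether CIC binds any of the repeated sites was not tested. There remain 21 single-copy peaks without the 7-mer, of which 13 lay on assembled chromosomes. The others lay on contigs or the mitochondrial chromosome, and for them single-copy means only 1 match in the reference.

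Low-complexity peaks lacked the motif and were on the whole highly enriched. Summit windows of 15 high-confidence peaks were over 50% low-complexity, and none of them held the 7-mer. Copies missing from the reference would inflate ChIP and input together. The median fold enrichment of these peaks was 20.6, against 3.90 for the rest of the set. The permutation p was 2e-05, the smallest possible where the two-sided p doubles the one-sided p. This difference argues against such shared copies for the class as a whole. The values ran from 1.56 to 62.0, however, and for the 3 peaks below 3.90 shared copies stay open. Capture of these sequences in the immunoprecipitate alone, by the antibody or during library amplification, stays open. No biological explanation was tested.

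The 59364 peaks below the high-confidence ranks were GC-rich, with a median of 63.7% in the summit window against 39.8% in random genomic windows. Weak CIC binding would be expected to leave the 7-mer above the share of random windows of the same GC content. The observed share was 3.73% (95% Wilson interval 3.58% to 3.89%) against 4.60%, a ratio of 0.812, which argues against CIC binding through this motif in most of them. In the single-copy peaks among them the share was 4.35% against 4.30%. For ranks 151 to 1000 the ratio was 1.12, and the interval of 3.88% to 6.88% covers the 4.63% of random windows, so weak binding there cannot be told apart from none with 850 peaks. Promoters do not account for the GC content either, since the 36981 peaks away from promoters had a median of 63.2%. In 93.1% of these peaks, the summit was richer in GC than the window 1 kb upstream, which largely follows from the summits being GC-rich. GC bias between the ChIP and input libraries therefore cannot be told apart from its absence, since the reads of either library were not used here. Open chromatin, or binding of CIC without its motif, was not tested and could leave the same trace.

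The most enriched 8-mer of the high-confidence windows was ATTCATAA, found in 12 of 150 windows (8.00%) and in 0.0758% of other windows (Fisher's exact p = 2.69e-20, adjusted p = 3.42e-17 over 1271 8-mers). Repeated sequence does not account for it, since 0% of those windows were repeated and the same 8-mer led among single-copy peaks alone. It overlaps the CIC site, as its reverse complement TTATGAAT continues into the 7-mer in the longer element TTTTATGAATG.

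That 11-mer, TTTTATGAATG, was present in 13 of the 59514 summit windows, and 11 of these were among the first 73 peaks. All 11 overlapped promoters and were single-copy, with fold enrichments of 4.15 to 87.5 and the 11-mer at 5 to 84 bp from the summit. They were the peaks nearest to *GPR3*, *ETV5*, *DUSP4*, *SPRY4*, *ID1*, *PIP4K2B*, *CCND1*, *FOSL1*, *FOS*, *MAFF* and *SPRED2* among protein-coding genes. At *GPR3* it lay on chromosome 1 from 27718991 to 27719001, in the sequence TCGCTTTTTATGAATGGGGGA. At *FOS* it lay on chromosome 14 from 75745480 to 75745490, in AAGCGTTTTATGAATGAGTGT. The other 2 windows were at *TEX2* (rank 707) and *CPT1A* (rank 34465). Copies of 1 longer sequence would be alike beyond the 11-mer. The 20 bases either side matched between peaks at 29.2% of positions on average, against 27.4% for the same windows in 2000 random line-ups (one-sided permutation p = 0.0990), which argues against such copies. The 11-mer was present in 35.5% of the high-confidence windows with a 7-mer and in 0.0903% of the other windows with one, a difference of 35.4 percentage points. As the 11-mer was chosen from these windows, the choice was repeated in 10000 random sets of 31 windows with a 7-mer, taking in each the 5 bases next to the 7-mer that were most enriched. TTTTA ahead of it led in the high-confidence set, in 12 of 31 windows against 2 of 2216 others, and no random set reached this (permutation p = 1.00e-04, the smallest possible), which argues against bases usual ahead of the 7-mer in these peaks. One hypothesis is that the 11-mer may mark the sites CIC occupies most strongly. Against the 20 high-confidence 7-mer windows without the 11-mer, however, fold enrichment was not beyond chance (medians 11.9 and 7.10, permutation p = 0.111).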
